A study of Mus musculus with 8 samples.

How the data were processed

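RNA was measured in 8 libraries from mouse E14-Tg2a embryonic stem cells harvested on day 6 of differentiation towards precardiac mesoderm. Of these, 4 came from the parental line and 4 from line 4D, which the labels give as homozygous mutant for Tbx1. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, polyA RNA was made into QuantSeq libraries, an assay that sequences the 3′ end of each polyadenylated transcript, so that a gene's count does not grow with transcript length. The authors deposited a single table of whole-number counts per gene and library, without normalization and without pooling of replicates. Per the file headers, the columns derive from alignments in STAR's output format. The name of the deposited table states counting on the forward strand. The aligner version, the counting tool, the genome build, the annotation and any filtering or removal of duplicate reads are not stated.

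The 55487 gene identifiers of the table were matched to the GENCODE M21 annotation of genome build GRCm38. With their version number, 54435 identifiers were identical to those in M21, and 55141 could be given a symbol. The other 346 were kept under their identifier. Coordinates are those of M21 on GRCm38. Since the authors' own annotation is not stated, the exon boundaries behind the counts can differ from those of M21.

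Depth ranged from 3803561 to 6293907 counts per library. At least 1 count in any library was present for 26750 genes. Genes with low counts were removed with the filterByExpr function of edgeR at its defaults, which left 13280 genes holding 99.5% of all counts. Libraries were scaled with the trimmed mean of M values (TMM), and levels are given as CPM, counts scaled to a common total per library, on the TMM scale. The lines were compared with edgeR 4.0.16 by a quasi-likelihood F test at the default settings of that version (glmQLFit and glmQLFTest) in R 4.3.3. The model held an intercept and the line. P-values were two-sided and were adjusted over the 13280 genes by the Benjamini-Hochberg procedure with a threshold of 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Intervals and floors cover counting error only, because reads amplified by PCR without a molecular identifier are not independent molecules and no identifier is mentioned in the labels. The floor was set at 3 counts. Shares of counts in single libraries carry 95% exact Clopper-Pearson intervals.

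Marker lists of genes were written from general knowledge before the data were examined. A list was tested when at least 10 of its genes passed the filter, using camera from limma 3.58.1 with a fixed inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 12 lists. Values with 1 number per library (total counts, list scores and chromosome medians) were compared by a two-sided exact permutation test over the 70 assignments of 8 libraries to 2 groups of 4, whose smallest possible p is 0.0286. A list score is the mean log2 CPM of the tested genes of a list, set relative to the parental mean of each gene, with a prior count of 2. A chromosome was counted as shifted when its per-library median reached that smallest p with a difference between the lines above 0.1 on the log2 scale.

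Genes named in the text were chosen by a rule set before the data were examined. The rule took Tbx1 and a list of 20 genes of interest. It added the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the lines. It also added up to 3 called genes with the smallest p per marker list, and the Y-linked and X-inactivation genes. A gene that the rule selected is not reported here by name. Any gene named outside this rule is stated to have been chosen after its values were seen. Duplicate libraries were sought with a chi-square test of counts within each group, and the statistic per degree of freedom was between 7.04 and 24.2 in the 12 pairs, so that no pair agreed within sampling noise and all 8 libraries were used.

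The replicate numbers 1 to 4 occur in both lines. The only source for a pairing is that number in the titles, and no label states that same-numbered cultures were run together, so the fit had no replicate block, and a fit with the replicate number as a block was an alternative. Other alternatives set before the data were examined were RLE size factors, upper-quartile scaling and library size alone; no filter beyond at least 1 count, and a mean of at least 10 counts; DESeq2 1.42.0 and limma-voom; thinning of each library to the smallest total; an adjusted p under 0.01; a test against a 1.5-fold change; camera with the correlation estimated from the data, and fry; and leaving out each library in turn. After the data were seen, 7 more were added: the bias-adjusted quasi-likelihood of edgeR 4, robust empirical Bayes, voom with library quality weights, library size alone with the gene with the largest share of counts left out, the exact permutation test of list scores, an exact sign-flip test of their same-numbered differences, and the endothelial and haematopoietic list without globins.

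The scripts were tested on simulated data in which the real 13280 genes kept their means and library sizes and 200 genes were changed by known amounts. Among the 13280 genes, 137 were called, of which 4 were false calls (2.92%). Of 100 genes changed 4-fold, 86% were recovered, and of 100 changed 2-fold, 47% were recovered. Over the same 13280 genes, restricting to genes with at least 10 CPM raised these to 96.1% of 77 genes and 66.7% of 69 genes. A planted extra copy of a chromosome was recovered as a shift of 0.554 with 0 other chromosomes counted as shifted. A planted list of 30 genes gave a camera p of 2.93e-17, and 0 of 100 random lists had a camera p under 0.05. The simulated genes varied independently, so that this last figure does not cover lists whose genes vary together. Their spread was set by mean expression alone and was the same in every library. The rates of recovery and false calls therefore do not cover genes of unusual spread or a library that stands apart. Figures were drawn with matplotlib 3.10.9.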

Results

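Gene expression was compared between parental E14-Tg2a cells, a mouse embryonic stem cell line, and a derived line carrying mutant Tbx1. Tbx1 encodes a T-box transcription factor, and its human counterpart lies in the interval deleted in DiGeorge syndrome. All cultures were taken on day 6 of a serum-free protocol that directs the cells towards precardiac mesoderm. QuantSeq counts of transcript 3′ ends were analysed for 4 parental and 4 mutant libraries. All 4 mutant libraries came from a single line, so that an effect of the genotype and a property of that line cannot be told apart in these data.

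Total counts were 5528807, 5559042, 6293907 and 4967442 in parental libraries 1 to 4. In mutant libraries 1 to 4 they were 5775674, 4483311, 5501329 and 3803561. The mutant mean differed by -696331 counts from the parental mean, which was within the spread between libraries (two-sided exact permutation test, p = 0.257, n = 4 per line). The gene with the largest share of counts in every library was the ribosomal RNA gene CT010467.1, which was picked out after its values were seen. It took 8.90% (95% exact Clopper-Pearson interval 8.88 to 8.92) of counts in mutant library 1 and 17.7% (17.7 to 17.8) in mutant library 4. The other 6 libraries lay between 9.86% and 12.98%.

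Mutant library 4 stood apart from the other libraries, while among the other 7 the lines differed little in overall correlation. Across genes, which are not independent replicates, the correlation of log2 CPM was between 0.933 and 0.944 for pairs of parental libraries and between 0.936 and 0.941 among mutant libraries 1 to 3. Pairs between the lines, without mutant library 4, had correlations of 0.920 to 0.942, a range that overlaps both. Pairs of mutant library 4 with another mutant library had correlations of 0.877 to 0.881. Its pairs with parental libraries were lower, at 0.857 to 0.867, without overlap. The first principal component held 37.97% of the variance and placed mutant library 4 at 110, with the other 7 libraries between -25.2 and -4.61. The second component held 15.1% and had the parental libraries between 8.17 and 35.4 and mutant libraries 1 to 3 between -43.9 and -12.5, but mutant library 4 was at 9.09, inside the parental range. After thinning to equal depth, mutant library 4 had at least 1 count in 14850 genes, against 17644 to 18614 in the other 7. Low counts varied far more than counting error alone allows. Among genes expected at 5 to 20 counts, 11.5% to 18.7% had 0 counts in the other 7 libraries and 35.2% in mutant library 4, whereas independent counting would give 0.0827% to 0.0912%.

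**Figure D1:**
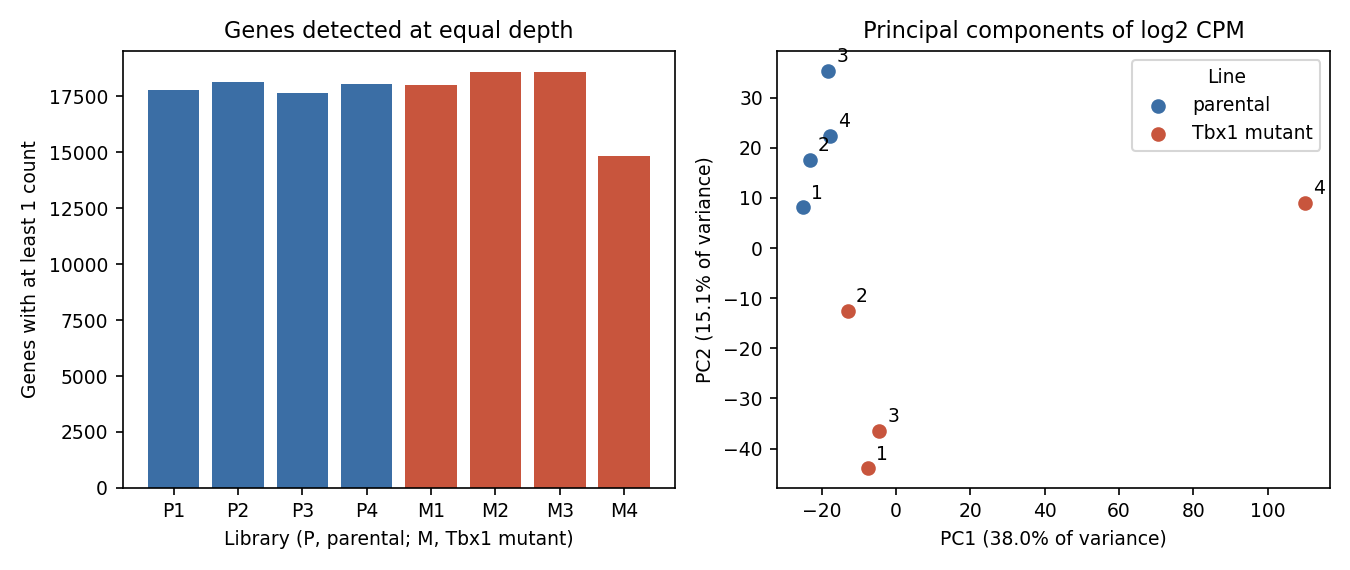
Left, genes with at least 1 count in each library after thinning to equal depth, for parental libraries P1 to P4 and mutant libraries M1 to M4; mutant library 4 has 14850 genes and the other 7 have 17644 to 18614. Right, scores on the first 2 principal components of log2 CPM, with each point a library marked by its replicate number; mutant library 4 lies at 110 on the first component.

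The targeted gene was examined first in every library. Tbx1 (ENSMUSG00000009097.10) is a protein-coding gene on the minus strand of chromosome 16, from 18580979 to 18590671 (GRCm38). Its counts were 39, 65, 38 and 22 in parental libraries 1 to 4, a mean of 41 ± 17.8 (SD, n = 4). Mutant libraries 1 to 4 had 3, 0, 1 and 0 counts. Parental expression was 7.36 ± 3.04 CPM (SD, n = 4). All 4 mutant values were at or under the floor of 3 counts, which corresponds to 0.504 to 0.825 CPM in those libraries. Counted at its 3′ end, Tbx1 was therefore at least 11.7-fold lower in the mutant line. The form of the mutation is not stated, so loss of the usual 3′ end cannot be told apart from less Tbx1 RNA. The edgeR quasi-likelihood test gave Tbx1 a log2 fold change of -5.08 ± 0.88 (SE) with a Benjamini-Hochberg adjusted p of 0.00432. The exact permutation test gave p = 0.0286, the smallest that 4 against 4 libraries allow. Without mutant library 4 the edgeR estimate was -4.79, and with the replicate number as a block it was -5.22.

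Of 13280 genes tested, 188 (1.42%) had an adjusted p under 0.05 in the edgeR quasi-likelihood test, with 99 higher and 89 lower in the mutant line. At least 2-fold changes were seen for 94 of these genes, 65 higher and 29 lower. The median absolute log2 fold change of the 188 genes was 1.01, and 175 of them are annotated as protein coding. Libraries of the lines did not overlap for 180 of the 188 genes. Over all tested genes, 999 (7.52%) showed no overlap, where chance gives 2.86%. An unadjusted p under 0.05 was found for 1584 genes. The setting that moved the count most was the removal of the low-count filter, which gave 439 genes among 26750. In that fit the prior degrees of freedom were infinite, against 12.2 with the filter, so that the spread of each single gene no longer entered its test. Scaling by library size alone gave 157 genes, of which 100 were higher and 57 lower, so that the share of higher genes was 63.7% against 52.7% with TMM. Same-numbered libraries of the lines deviated from their group means with a mean correlation of 0.028, and the single pairs ran from -0.033 to 0.102. The mean of -0.009 for differently numbered libraries largely follows from the subtraction of group means, so it is not a separate baseline. With the replicate number as a block 234 genes were called, 172 of them among the 188.

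**Figure D2:**
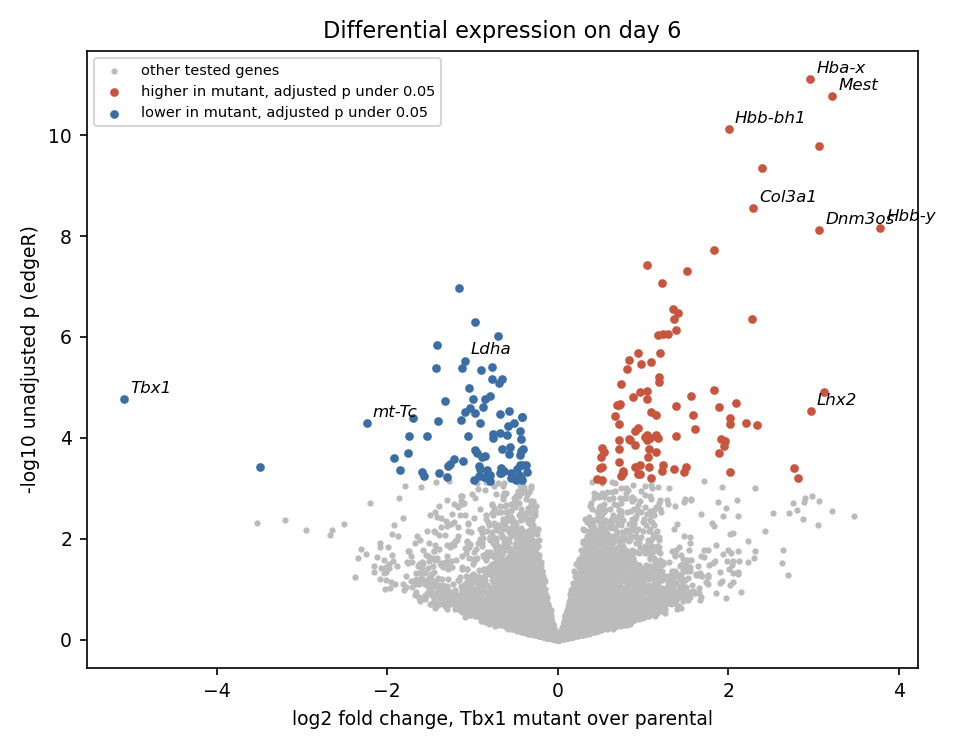
Unadjusted p (as -log10, vertical axis) against log2 fold change of mutant over parental cells (horizontal axis) for the 13280 tested genes, each a point, from the edgeR quasi-likelihood test. Coloured points are the 99 higher and 89 lower genes with an adjusted p under 0.05; Tbx1 lies furthest to the left at -5.08, and Hbb-y furthest to the right among coloured genes at 3.78.

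The 5 largest rises among well-expressed, non-overlapping genes were in Hbb-y, Mest, Hbb-bh0, Dnm3os and Lhx2. Mest (ENSMUSG00000051855.15), a protein-coding gene on the plus strand of chromosome 6 from 30723547 to 30748465, rose from 11.3 ± 2.59 CPM in parental to 104 ± 25.8 CPM in mutant libraries (SD, n = 4). Its log2 fold change was 3.21 ± 0.22 (SE) with an edgeR adjusted p of 1.14e-07. Dnm3os (ENSMUSG00000078190.7, chromosome 1, 162217623 to 162225550, plus strand) rose from 3.51 ± 1.16 to 29.8 ± 2.99 CPM, a log2 fold change of 3.07 ± 0.31. It is annotated as antisense to another gene, and its counts are assigned by the stranded counting that the deposited table's name states. Lhx2 (ENSMUSG00000000247.11, chromosome 2, 38339281 to 38369733, plus strand) had a log2 fold change of 2.96 ± 0.54 with an edgeR adjusted p of 0.00612. Its mutant mean of 17.8 CPM had an SD of 15.4. With limma-voom, in place of edgeR, Lhx2 lost the call with an adjusted p of 0.104, the highest of its alternatives.

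Globin genes made up a group of the strongest rises. Hba-x (ENSMUSG00000055609.8, chromosome 11, 32276400 to 32278116, plus strand) had the smallest p of all genes, with 31.2 ± 3.19 CPM in parental and 242 ± 80.7 CPM in mutant libraries (SD, n = 4). Its log2 fold change was 2.96 ± 0.19 (SE) with an edgeR adjusted p of 1.02e-07. On chromosome 7, Hbb-bh1 (ENSMUSG00000052217.6, 103841637 to 103843164, minus strand) rose from 106 ± 22.9 to 427 ± 54.6 CPM. Hbb-y (ENSMUSG00000052187.4, 103851749 to 103853216, minus strand) rose from 1.96 ± 1.06 to 27.7 ± 6.06 CPM, a log2 fold change of 3.78 ± 0.37. Hbb-bh0 on chromosome 7 is annotated as an unprocessed pseudogene, and Hba-a1 on chromosome 11 has a near-identical copy. Their log2 fold changes of 3.07 and 2.40 are therefore uncertain, since the counting could have split reads between copies.

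The 5 largest falls under the same criteria were in mt-Tc, Osr1, Slc38a5, Nkx2-3 and Aldoc. The mitochondrial tRNA gene mt-Tc fell by 2.24 on the log2 scale, but its parental mean of 61.9 CPM had an SD of 43.0. It was no longer past the threshold under robust empirical Bayes and both forms of limma-voom, and its adjusted p ranged up to 0.141 over the alternatives. Aldoc (ENSMUSG00000017390.15, chromosome 11, 78322968 to 78327781, plus strand) fell from 35.6 ± 5.86 to 10.98 ± 6.66 CPM, a log2 fold change of -1.70 ± 0.32 with an edgeR adjusted p of 0.00713. Nkx2-3 (ENSMUSG00000044220.13, chromosome 19, 43612325 to 43615892, plus strand) fell from 20.9 ± 3.90 to 6.22 ± 2.89 CPM, with a log2 fold change of -1.75 ± 0.35. Osr1 and Slc38a5 had log2 fold changes of -1.85 ± 0.43 and -1.76 ± 0.38. Leaving out single libraries raised the edgeR adjusted p to 0.131 for Osr1 and 0.100 for Slc38a5.

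The series title links a DiGeorge model with defects of the cardiac outflow tract and with minoxidil, a compound known to lower expression of lysyl hydroxylases, the Plod enzymes that modify collagen. A list of 20 genes was therefore set before the data were examined, holding Tbx1, collagens, collagen-modifying enzymes and heart field genes. Of its 18 tested genes, 4 had an adjusted p under 0.05 over all genes, and 11 when adjusted over the list alone. Col3a1 (ENSMUSG00000026043.18, chromosome 1, 45311538 to 45349706, plus strand) rose from 87.0 ± 26.3 to 425 ± 131 CPM (SD, n = 4). Its log2 fold change was 2.29 ± 0.21 (SE) with an edgeR adjusted p of 6.26e-06. Col1a2 (ENSMUSG00000029661.16, chromosome 6, 4504814 to 4541544, plus strand) rose from 598 ± 157 to 1143 ± 63.6 CPM, with a log2 fold change of 0.93 ± 0.14 and an edgeR adjusted p of 0.00108. Fgf10 (ENSMUSG00000021732.14, chromosome 13, 118669791 to 118792115, plus strand) fell from 25.8 ± 6.02 to 11.1 ± 2.52 CPM, with a log2 fold change of -1.22 ± 0.27 and an edgeR adjusted p of 0.0262. This call was lost in 6 of the 8 fits that each left out 1 library, with an adjusted p of up to 0.149.

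The other listed genes did not pass the threshold over all genes. Plod1, Plod2 and Plod3 had log2 fold changes of 0.05 ± 0.26, -0.42 ± 0.18 and 0.24 ± 0.18 (SE), and the sign for Plod1 changed under some alternatives. Plod2 (ENSMUSG00000032374.14, chromosome 9, 92542223 to 92608428, plus strand) had 75.4 ± 11.03 CPM in parental and 56.3 ± 13.2 CPM in mutant libraries, with an edgeR adjusted p of 0.346. Its unadjusted edgeR p was 0.0297, and it was among the 11 genes that passed when adjusted over the list alone. Col1a1 had a log2 fold change of 0.11 ± 0.17, in contrast to the rise of Col1a2. Hand2 was closest to the threshold with a log2 fold change of 0.40 ± 0.10 and an edgeR adjusted p of 0.0513, and passed it under several alternatives, at 0.00314 with DESeq2. Isl1 had -0.67 ± 0.19 with an edgeR adjusted p of 0.108, and passed with DESeq2 at 0.0493. Tnnt2 had -1.25 ± 0.39 with an edgeR adjusted p of 0.147, but 0.00298 with the replicate number as a block. Parental Tnnt2 values fell with the replicate number, at 411, 276, 129 and 84.9 CPM in libraries 1 to 4. Nkx2-5 and Tbx5 had parental means of 10.6 ± 9.87 and 9.39 ± 6.73 CPM, a spread too wide for their log2 fold changes of -1.04 and -0.86 to stand apart from 0. Lox and Pou5f1 fell below the low-count filter, with at most 9 and 14 counts in any library, so that a change was not detectable at this depth.

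**Figure D3:**
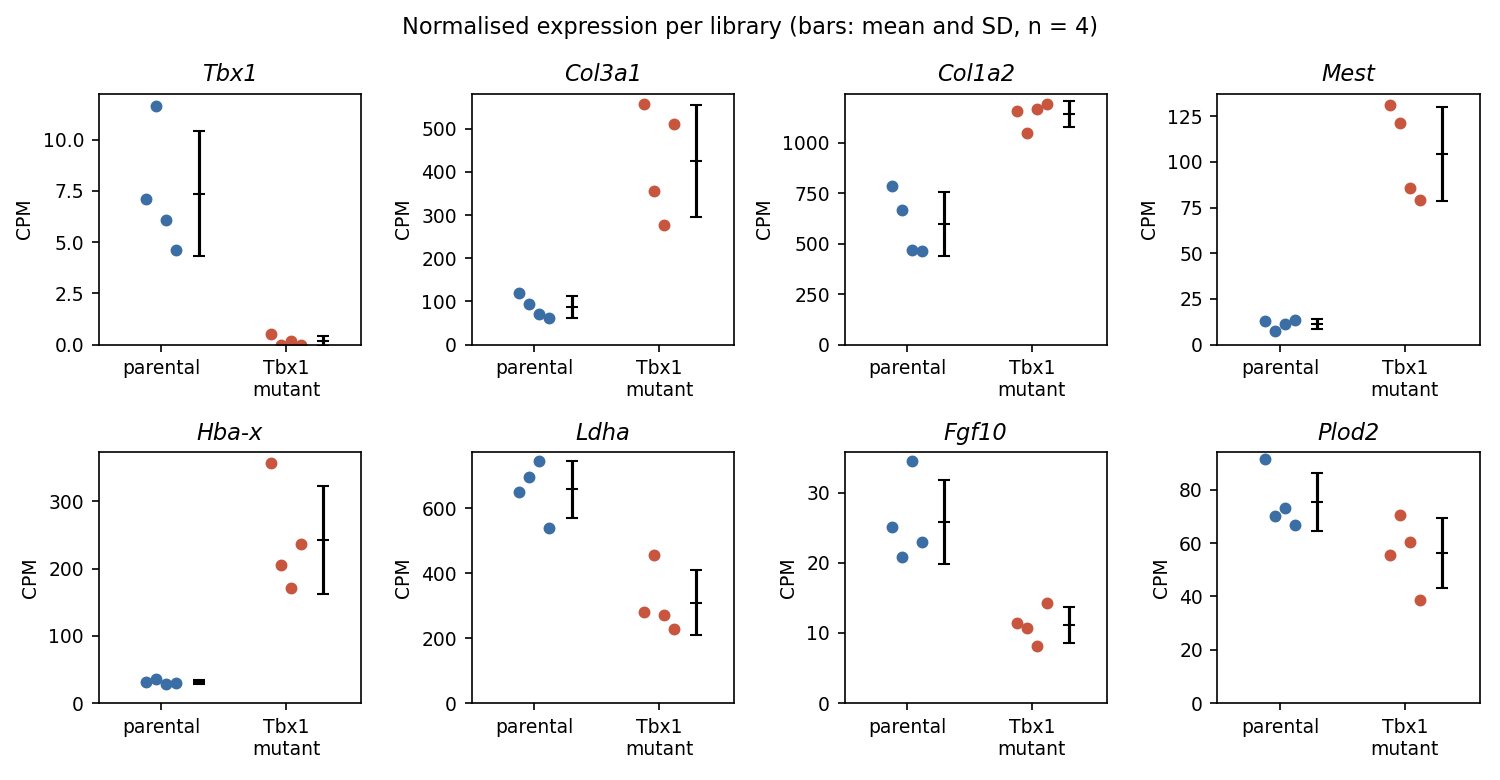
Expression in CPM (vertical axes, from 0) of 8 genes in the 4 parental and 4 mutant libraries; each point is a library and bars give the mean and SD. Tbx1, Ldha and Fgf10 are lower and Col3a1, Col1a2, Mest and Hba-x higher in all mutant libraries than in any parental library, while Plod2 overlaps at 75.4 ± 11.03 against 56.3 ± 13.2 CPM.

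Marker lists of genes were compared to ask whether sets for matrix, lineages and cell state moved together. With camera at a fixed correlation of 0.01, 9 of 12 lists had an adjusted p under 0.05. These calls depended on that correlation. With the correlation estimated from the data, 0 lists passed (3 with an unadjusted p under 0.05, smallest adjusted p 0.131). With fry, 0 passed (5 with an unadjusted p under 0.05, smallest adjusted p 0.0841). With the replicate number as a block and the fixed correlation, 9 lists passed. For the 4 lists of endothelial and haematopoietic, collagen chain, definitive endoderm, and hypoxia and glycolysis genes, the scores of the lines did not overlap. Each of these 4 had an exact permutation p of 0.0286, the smallest possible, and 0.0857 after adjustment over the lists.

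The endothelial and haematopoietic list had 26 of 29 genes with positive log2 fold changes and a camera adjusted p of 1.37e-18 at the fixed correlation. Its score was higher in the mutant line by 0.66 on the log2 scale, with mutant scores of 0.66 ± 0.38 and a parental SD of 0.21 (n = 4). Of its 29 genes, 5 were called higher and 0 lower, and 4 of the 5 are the globin genes Hba-x, Hbb-bh1, Hba-a1 and Hbb-y. With the 4 globins left out, a choice made after the data were seen, 22 of 25 genes were positive and the score difference was 0.34, with overlapping libraries (exact permutation p = 0.229). Camera then gave an unadjusted p of 4.23e-05 at the fixed correlation and 0.253 with the correlation estimated. Collagen chains had 20 of 27 genes positive, a score difference of 0.33 and a camera adjusted p of 0.00013. Of those, 4 were called higher, among them Col5a1 with a log2 fold change of 0.98 ± 0.15. The list for collagen modification and crosslinking had a camera adjusted p of 0.00263, and its score differed by 0.17 with overlapping libraries when the replicate number was ignored (exact permutation p = 0.143). Pcolce was the called gene of that list, with 34.3 ± 7.58 CPM in parental and 88.4 ± 13.3 CPM in mutant libraries. In the list for non-collagen matrix, 35 of 44 genes were positive with a camera adjusted p of 0.00294 and overlapping scores when the replicate number was ignored (exact permutation p = 0.229). In both of these lists the scores of parental and mutant libraries tended to fall with the replicate number, and the mutant library was higher in 4 of 4 same-numbered pairs. The mean paired differences were 0.17 ± 0.10 and 0.20 ± 0.16 (SD, n = 4), each with a two-sided exact sign-flip permutation p of 0.125, the smallest that 4 pairs allow. With the replicate number as a block, camera gave 0.003 and 0.00145. From the non-collagen list Postn and Vcan were called higher with log2 fold changes of 2.01 ± 0.38 and 0.52 ± 0.13. The list for smooth muscle and fibroblast genes had 12 of 25 genes positive, a median log2 fold change of -0.04, a camera adjusted p of 0.00204 in the upward direction and scores that overlapped (exact permutation p = 0.657), although Col3a1, Postn and Twist1 from it were called higher. Twist1 had a log2 fold change of 1.29 ± 0.18. Adjusted p-values of Postn and Vcan reached 0.143 and 0.192 over the alternatives.

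Lists with negative shifts included hypoxia and glycolysis, with 5 of 28 genes positive, a score difference of -0.63 and a camera adjusted p of 4.33e-14. Ldha (ENSMUSG00000063229.15, chromosome 7, 46841475 to 46855627, plus strand) fell from 659 ± 87.8 to 309 ± 100.01 CPM, a log2 fold change of -1.09 ± 0.16 with an edgeR adjusted p of 0.0014. Aldoa and Slc16a3 had log2 fold changes of -0.69 ± 0.11 and -1.32 ± 0.23. Definitive endoderm genes had a score difference of -0.57 and a camera adjusted p of 0.000275, with Foxa2 at -1.93 ± 0.42 and Krt18 at -0.76 ± 0.15 but Gata6 at 0.72 ± 0.13. The Foxa2 and Krt18 calls were lost in some fits that left out 1 library, with adjusted p of up to 0.114 and 0.0706. Cardiomyocyte genes had 6 of 35 genes positive and a camera adjusted p of 2.11e-05 at the fixed correlation, and 3.47e-12 with the replicate number as a block. Their score difference of -0.78 nevertheless lay within the spread between libraries (exact permutation p = 0.371). Over all genes, 0 of the 35 were called lower and 1 was called higher, which was Gata6. Parental cardiomyocyte scores ran from 0.99 in library 1 to -0.88 in library 4, and mutant library 4 was at -2.25. The neural list had a camera adjusted p of 0.000737, and its scores also overlapped between the lines (exact permutation p = 0.114).

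Second heart field and cardiopharyngeal genes did not pass (camera adjusted p 0.0652), and 12 of 35 were positive. Without mutant library 4 the camera adjusted p at the fixed correlation was 0.00553. Within this list 2 genes were called higher, among them Lhx2, and 3 were called lower. Foxc1 was called lower at -1.05 ± 0.21, but its adjusted p reached 0.0736 when single libraries were left out. Pluripotency and cell cycle lists had camera adjusted p of 0.824 and 0.993. Single pluripotency genes differed in both directions, with Lin28a at -0.79 ± 0.14, Sall4 at -0.65 ± 0.14 and Klf5 at 1.04 ± 0.21. Of these, the Sall4 and Klf5 calls were lost in some fits that left out 1 library, with adjusted p of up to 0.102 and 0.0767.

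**Figure D4:**
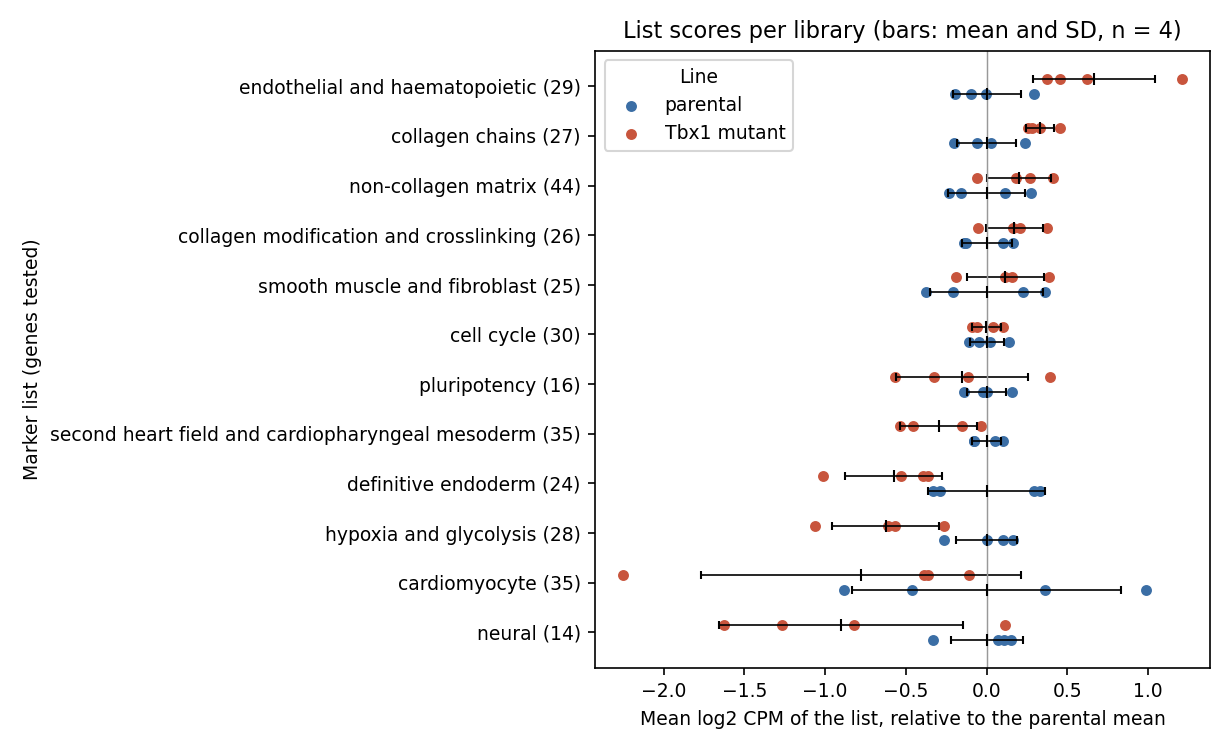
Scores of 12 marker lists in each library, as mean log2 CPM of the list relative to the parental mean (horizontal axis), with tested genes in brackets; each point is a library, bars give mean and SD. Collagen chain scores are 0.33 higher and hypoxia and glycolysis scores 0.63 lower in the mutant line without overlap, whereas cardiomyocyte scores overlap widely.

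Because a single mutant line was used, chromosome-wide shifts were measured. None of the 20 chromosomes was counted as shifted. Chromosome 7 alone reached the smallest exact permutation p of 0.0286 (0.571 after Benjamini-Hochberg adjustment), with a difference of -0.029 on the log2 scale. In simulated data, an extra copy of a chromosome gave 0.554. Smaller intervals are not covered by this measure: on chromosome 18, between 23752333 and 24639507, all 11 tested genes were lower in the mutant line, an interval chosen after its values were seen. Y-linked genes were expressed in both lines, with Ddx3y at 56.5 ± 3.66 and 55.4 ± 9.19 CPM in parental and mutant libraries. Log2 fold changes were -0.07 ± 0.19 for Eif2s3y, 0.03 ± 0.18 for Uty and -0.27 ± 0.83 for Xist. Kdm5d and Tsix fell below the low-count filter with at most 11 and 13 counts in any library.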

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

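The tests on mutant library 4 in this part were chosen after its distance from the other libraries was seen, except the share of genes with a single count. Samples were compared within their group of 4 for 112 combinations of a measure and a group, and in 7 the highest or lowest library stood apart from the other 3 by more than Dixon's 95% critical value for the gap relative to the whole range. Chance alone would give 5.6 such cases. However, 5 of the 7 concern mutant library 4.

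Mutant library 4 had at least 1 count in 14850 genes as deposited, against 18467 to 19134 in the other mutant libraries. Thinning the others to its depth left 14850 against 17995 to 18614, so that lower depth alone does not account for the gap. Leaving out the ribosomal RNA gene CT010467.1, which took the largest share of its counts, and equalising depth again gave 14849 genes in mutant library 4, still below every other library. A mislabelled sample was tested with the 180 genes called from the other 7 libraries, and 158 of them (87.8%) lay on the mutant side in this library, which goes against that explanation. Fewer distinct molecules behind the counts remained as a technical explanation. Among genes expected at 5 to 20 counts, 35.2% had 0 counts, above the 11.5% to 18.7% in the other libraries. The 5-fold excess set for that test was close to unreachable at these shares, so not meeting it says little. Among genes with 1 to 10 counts, 21.6% had exactly 1 count, inside the range of 20.1% to 22.5% of the others, but that share hardly varied between libraries and so tells little about amplification copies per molecule. These tests leave the explanation open. The number of counts per molecule that would explain the zeros was 9.35 to 10.6 in mutant library 4 and 4.10 to 6.18 in the other 7 libraries. A low yield of distinct molecules in this library is a possible explanation that these data cannot settle. A biological explanation is not given by the design, since the other 3 mutant libraries carry the same labels and do not share the pattern.

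Of the 5 single-gene cases, 3 are in mutant library 4. Tnnt2 was at 29.966 CPM there and at 113 to 120 CPM in the other mutant libraries. Nkx2-5 was at 0 CPM there and at 6.10 to 7.08 CPM in the others. Uty was at 29.691 CPM against 45.05 to 46.5 CPM. Without this library, the edgeR log2 fold changes were -0.96 for Tnnt2 (adjusted p 0.206), -0.66 for Nkx2-5 (0.718) and 0.16 for Uty (0.78), so none of these comparisons crossed the threshold. Over the alternatives the adjusted p ranged from 1.49e-17 (no low-count filter) to 0.541 for Tnnt2, from 0.48 to 0.957 for Nkx2-5 and from 0.78 to 1.00 for Uty. For Tnnt2 a lower content of cardiomyocytes in that culture is not excluded, as its cardiomyocyte list score was also the lowest at -2.25. The excess of 0 counts at low expression applies to Nkx2-5 but not to Tnnt2, for which 109 counts were present.

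Aldoc was at 20.919 CPM in mutant library 2 and at 7.08 to 8.52 CPM in the other mutant libraries, all below the parental range. Without mutant library 2 the log2 fold change was -2.22 with an edgeR adjusted p of 0.000189, against -1.70 with all libraries, and over the alternatives the adjusted p ranged up to 0.0394. The hypoxia and glycolysis score of that library was also the nearest to the parental libraries, at -0.27. Xist was at 2.0002 CPM in parental library 1, against 5.11 to 5.38 CPM in the other parental libraries. This rests on 11 counts. Mutant values of Xist ran from 0 to 8.52 CPM, so the single low value lies inside the spread seen between mutant libraries. No biological explanation was tested for either case, and with 5.6 cases given by chance neither needs one.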

How the results depend on the processing

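The splits of the libraries and the tests of depth and scaling in this part were set before their results were seen. Among 35 splits of the 8 libraries into groups of 4, 8 part all 4 same-numbered pairs as the real one does. Only the real one of these 8 splits gave as many as 188 genes, and the next highest gave 0. A share of 12.5% is the smallest that 8 splits can give, so this comparison alone cannot rule out a chance division. The other 27 splits keep some same-numbered pairs together, and the highest count among them was 2. Of all 35 splits, 33 gave 0 genes and only the real one gave as many as 188.

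Thinning every library to the smallest total gave 189 genes, 173 of them among the 188, so that a difference in depth does not account for the calls. Scaling by library size alone moved the share of higher genes by 11.03 percentage points, with 57 genes lower in the mutant line in place of 89. Leaving out the gene with the largest share as well, an alternative chosen after the data were seen, gave 176 genes, of which 63.1% were higher, so this gene alone does not account for the shift, and a part of other abundant genes was not tested. The share of higher genes also moved with other choices, to 44.4% with limma-voom and 63.5% without parental library 2. The median log2 fold change of all tested genes moved by less than 0.1 under each scaling.

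The number of called genes depended on the tool and the filter. Without the low-count filter 439 genes were called (208 higher, 231 lower, 194 at least 2-fold), including all 188. The prior degrees of freedom of that fit were infinite against 12.2 with the filter, so that genes with a wide spread were not penalised: Tnnt2, whose libraries overlap, had an adjusted p of 1.49e-17 in place of 0.147 (up to 0.541 over its alternatives). DESeq2 called 405 (209 higher, 196 lower, 171 at least 2-fold), 186 of them shared. The bias-adjusted quasi-likelihood of edgeR 4 called 314 (158 higher, 156 lower, 154 at least 2-fold), including all 188. limma-voom called 252 genes with 140 lower, and voom with library quality weights 267 with 138 lower. An adjusted p under 0.01 left 86 genes, and a test against a 1.5-fold change left 24 in place of 94. For the other tools the cause was not tested. RLE, upper-quartile scaling, a mean of at least 10 counts, robust empirical Bayes, and the replicate block with and without thinning gave 184 to 253 genes. Across the 8 fits that each left out 1 library, called genes ranged from 96 to 236, higher genes from 57 to 117, lower genes from 35 to 119 and at least 2-fold changed genes from 64 to 135. Without mutant library 4, 180 genes were called and 149 were shared.

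Tbx1 kept its direction and its call in every alternative that tested it, with an adjusted p of 0.0209 against a 1.5-fold change. The other settings gave log2 fold changes from -5.60 to -5.01 and adjusted p of up to 0.0322. In the fits without 1 library these were -6.27 to -4.74 and up to 0.0392. Of the other 32 named genes past the threshold, 19 kept both direction and call in the 22 alternatives that tested each gene at an adjusted p of 0.05 against no change, 13 lost the call in at least 1 of these, and 0 changed direction. In the test against a 1.5-fold change, 12 of the 32 and 11 of the 19 passed. At an adjusted p under 0.01, 22 of the 32 and all 19 passed. The 13 genes that lost the call are Lhx2, mt-Tc, Postn, Nkx2-3, Foxc1, Krt18, Klf5, Sall4, Slc38a5, Foxa2, Fgf10, Osr1 and Vcan. Hand2, Isl1, Tnnt2, Fn1 and Mef2c, not called over all genes, gained the call under some alternatives. Isl1, Tnnt2 and the second heart field list did so when single libraries were left out, and Tnnt2 also with the replicate block, at 0.00298. Sign changes occurred for genes with estimates near 0. Plod1 was at -0.00216 with the replicate block, -0.0211 with the block and thinning, and between -0.164 and 0.196 when single libraries were left out. In those 8 fits Col1a1 ranged from -0.0208 to 0.273, Uty from -0.0241 to 0.162, Ddx3y from -0.134 to 0.0551 (0.0134 under library size alone with the gene with the largest share left out) and Xist from -1.06 to 0.151.

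List calls depended on the gene-set test. Camera with the correlation estimated from the data, fry and the exact permutation test of list scores each left 0 lists past an adjusted p of 0.05. The list calls thus rest on the fixed correlation. For the list scores, 4 against 4 libraries allow no p below 0.0286, so that adjustment over 12 lists leaves little room for a single list to pass. With the replicate number as a block, the sign-flip test of list scores also left 0 lists and could not have passed any, since 4 pairs allow no p below 0.125. Without 1 library the fixed correlation gave 9 to 10 lists. The cell cycle list had no stable direction, with adjusted p of 0.959 in fry, 0.971 for its score, 1 for its same-numbered differences and 0.467 to 0.761 in the fits without 1 library. The pluripotency list changed direction in some of those fits, with adjusted p from 0.367 to 0.974. The number of shifted chromosomes was 0 in each of the 14 alternatives for which it was computed. The difference in total counts ranged from -991232 to -333862 when single libraries were left out.

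Depth limits genes with low counts. In simulated data over 13280 genes, 2-fold changes were recovered for 66.7% of changed genes with at least 10 CPM and for 47% of all changed genes, so that absence of a call at low counts is not absence of a change. Spread in that simulation depended on mean expression alone, so recovery in the real libraries can differ.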

Other observations

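The tests on imprinted genes, neighbouring genes and globins in this part were chosen after the pattern was seen, as was the use of the largest chromosome median, while those on GC content, counts per molecule and the other genes of the chromosome 18 interval were set before their results were seen. Genes named here outside the rule for named genes were chosen after their values were seen.

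An interval of chromosome 18 was lower in the mutant line. Mapre2, Zfp397, Slc39a6 and Elp2, all called lower, lie between 23752333 and 24639507 (GRCm38), a span of 887 kb. A candidate explanation is the loss of one copy of this interval in line 4D, which would lower expression by 1 on the log2 scale. The other 7 tested genes in the interval were Zscan30, Zfp35, Zfp24, Ino80c, Galnt1, 2700062C07Rik and Rprd1a. Their median log2 fold change was -0.908, and all 7 were negative. Only 0.0229% of 13126 other runs of 7 consecutive tested genes had a median as low. That comparison counted falls only. In a scan of runs of 6 genes in both directions, medians outside the globin clusters reached 1.18 on chromosome 5. On chromosome 2 they reached 1.05, so the interval is not the only local block with a shift of this size. The mean of these 7 genes differed by -0.91 between the lines, without overlap of libraries (two-sided exact permutation test, p = 0.0286, the smallest possible, n = 4 per line), which goes against low-count noise. Of all 11 genes, 6 had an edgeR adjusted p under 0.05, and log2 fold changes ran from -1.30 to -0.55. The 4 genes noticed first stayed negative in the 8 fits that each left out 1 library, at -0.70 or below, although their adjusted p reached 0.149. The 10 tested genes on each side had a median of 0.07, but Fhod3, Tpgs2 and AW554918, which follow directly and end at 25467321, were also lower, from -1.59 to -0.76 with adjusted p of 0.178 to 0.341. The far end of such an interval is therefore not fixed by these data. Slc39a6 and Elp2 overlap in the annotation, so reads in the overlap are uncertain. A shared regulatory change over the interval would give the same values, and no DNA data were used here. If a copy was lost in the line, these genes would not be responses to Tbx1.

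Called genes of the same sign lay next to each other more often than placement at random gives, once globins and the first noticed pair (Slc39a6 and Elp2) were left out. There were 5 such pairs against a mean of 1.19 in 10000 random placements (permutation p = 0.0064). Mapre2 and Zfp397 form one of the pairs. Co-expression of neighbouring genes would give the same excess, so it cannot be told apart from local changes of the genome. No chromosome was counted as shifted, so the number of called genes on such a chromosome was 0 by construction and is not evidence. The largest difference in a chromosome median was -0.043, on chromosome 14, against 0.554 for an extra copy in simulated data, which goes against an extra or missing copy of a whole chromosome in most mutant cells. GC content of the last 500 transcript bases had a Spearman rho of -0.053 with the log2 fold change across genes, too weak to account for the calls.

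Globin genes of both clusters rose, with 7 called higher over chromosomes 7 and 11, among them Hba-x, Hbb-bh1 and Hbb-y. Reads shared between near-identical copies would not raise both clusters, so that explanation does not account for the rise. A larger share of erythroid cells in the mutant cultures is a candidate explanation. It was tested on a list of 30 erythroid genes without globins. Of 22 tested genes, 20 were positive, with a median log2 fold change of 0.48 and a camera p of 0.000116. Camera with estimated correlation gave 0.0077 and fry 0.00153. Only 1 of the 22 genes was called. These values are consistent with more erythroid cells, and a rise of globin RNA within the same cells is not excluded for the larger part of the globin change. Whether the effect follows from Tbx1 or from the single line cannot be told.

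Mest, H19 and Impact are imprinted genes, expressed from one parental allele, and stood among the called genes with the smallest p. Their edgeR adjusted p was 1.14e-07, 0.000792 and 4.99e-05. By size, Impact lay close to the median absolute log2 fold change of the 188 called genes, which was 1.01. Impact rose from 88.2 ± 5.94 to 182 ± 9.43 CPM, a log2 fold change of 1.04, and H19 fell from 189 ± 16.1 to 70.5 ± 30.1 CPM, a log2 fold change of -1.42 (SD, n = 4). The adjusted p of the 3 genes was at most 0.0061 in the 8 fits that each left out 1 library, which goes against low-count noise. A general change of imprinted genes was not found. Of 53 other imprinted genes, 2 (3.77%) were called, against 1.38% of 13224 other genes (two-sided Fisher's exact test, p = 0.168, odds ratio 2.79, 95% interval 0.327 to 10.8). With 2 called genes the interval is wide. A loss of imprinting at single loci in the line may be checked with allele-specific reads, which were not used here.

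The excess of 0 counts at low expression was present in every library. If several counts stem from each original molecule, the number of counts per molecule that explains the zeros should be similar at low and higher expression. Estimated from genes expected at 5 to 10 and at 20 to 40 counts, it differed by a ratio of at most 1.25 in the 8 libraries. The values ran from 4.10 to 6.18 in 7 libraries and from 9.35 to 10.6 in mutant library 4. This is consistent with amplification copies counted as separate reads, a hypothesis that sequences with molecular identifiers would test. True variation between cultures at low expression would also add zeros and was not separated from it. Under this reading a gene rests on fewer molecules than counts, so that exact intervals from counts are too narrow.

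Parental libraries differed among themselves in heart muscle genes. The cardiomyocyte score was 0.99, 0.36, -0.46 and -0.88 in parental libraries 1 to 4, a range wider than the difference of -0.78 between the lines. Mutant libraries 1 to 4 were at -0.36, -0.39, -0.11 and -2.25.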
